A study of Bifidobacterium breve and Escherichia coli with 7 samples.

How the data were processed

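The measurements were amplicon sequencing read counts of a plasmid library that carried a stretch of 9 randomized bases. Per the labels, the library was recovered from the *Escherichia coli* strain EC135 amplified in liquid culture (1 library) and from the *Bifidobacterium breve* strain UCC2003 amplified in liquid culture (3 biological replicates) or on agar plates (3 biological replicates). Per the labels' protocols, *E. coli* was grown in LB medium with ampicillin, and *B. breve* on reinforced clostridial agar or in MRS broth with L-cysteine, in both cases with tetracycline. *B. breve* cells were treated with lysozyme before plasmid DNA was isolated with a column miniprep kit, per the same protocols. Adapters and dual indices were added in 2 PCR steps with a high-fidelity polymerase, and the products were purified on magnetic beads. No molecular identifiers are named. The tool that extracted the randomized bases from the reads, any quality filter and any correction of sequencing errors are not given in the sources used here.

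The authors deposited 1 table of raw read counts, with a row per sequence and a column per library. Each of the 7 columns matched 1 sample by its title, and 0 columns were left over. Per the file headers, the sequences are named by RBS, the usual abbreviation of ribosome binding site. Where the stretch lies on the plasmid, and which bases flank it, is not given in the sources used here. The counts were whole numbers with a different total in each library and were used without rounding. The table listed 199582 sequences, of which 194091 were 9 bases of A, C, G and T. Sequences of other lengths or with an undetermined base N were left out. The kept sequences, called variants here, held 99.65% of the EC135 reads and 99.82% to 99.86% of the reads of the UCC2003 libraries. A total of 7067 listed 9-base sequences had 0 reads in every library analysed here.

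The group of each library came from the labels, and the tests, the alternatives and the rule for the items named were chosen before the data were examined. Counts per variant were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10, TMM normalization, quasi-likelihood F-test, Benjamini-Hochberg adjustment, threshold 0.05). The comparison of agar with liquid culture used the 6 UCC2003 libraries. The comparisons of each UCC2003 group with EC135 used all 7 libraries in 3 groups. EC135 had 1 library, so the spread came from the UCC2003 groups and the lone library was assumed to vary like them. In this fit the prior degrees of freedom were infinite. Each variant thus took the spread of the trend across variants and none of its own. The standard error of a fitted log2 fold change was its size divided by the square root of the F statistic. Named variants were the 3 with the highest and the 3 with the lowest fitted change in each comparison, among those past the threshold whose libraries did not overlap between groups in counts per 1000000 reads of 9-base variants (CPM), and besides these the 3 most abundant variants of each group by mean CPM. For base shares, the 3 largest rises and the 3 largest falls were named by the log2 ratio of the mean of the 6 UCC2003 libraries to EC135. For palindromic hexamers, the 3 lowest and the 3 highest log2 ratios were named.

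Measures per library were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The number of distinct variants was the number expected after thinning each library to 1181312 reads, the depth of the shallowest. GC percent, base shares at the 9 positions and the share of reads whose variant held AGGA, GGAG or GAGG (the purine-rich core, a set fixed beforehand because such bases pair with the 3′ end of 16S ribosomal RNA) were weighted by reads. Agar and liquid libraries were compared by an exact two-sided permutation test of the means, which cannot go below p = 0.1 with 3 libraries against 3. P-values were adjusted by Benjamini-Hochberg over 10 library measures and, separately, over 36 position-base pairs. For the 64 palindromic hexamers, the log2 ratio of the mean share of reads over the 6 UCC2003 libraries to the EC135 share was taken after adding 1e-06 to each share. Their median was placed among 10000 random sets of non-palindromic hexamers with the same numbers of G or C bases. Single EC135 shares are given with 95% Wilson intervals. A fold change against a group with 0 reads is given as a lower bound, computed per total reads against 3 counts over the whole group. Intervals and bounds cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

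The edgeR step was tested on simulated data with 200 variants changed 8-fold. With the common dispersion of the data for every variant (2.784 for agar against liquid and 4.226 for the fit with EC135) it recovered 0% of them in each of the 3 comparisons and made 0 false calls. With a dispersion of 0.1 it recovered 100% of them for agar against liquid, with 8 false calls among 208, 34.5% for liquid against EC135, with 3 false calls among 72, and 29.5% for agar against EC135, with 0 false calls among 59. A variant with the common dispersion was thus not detectable at an 8-fold change. The fits on the data let the dispersion vary with abundance, so the simulation does not give the power for abundant variants. In the data, changes below 8-fold were called, such as GTAATGATA on agar against liquid (log2 fold change -1.07). The other measures were checked on simulated libraries of 262144 sequences, and the permutation test and the adjustment on small sets of fixed numbers. The 11 computed values differed from the expected ones by at most 0.481%. The difference was taken relative to the expected value, or to 1 where that value was smaller.

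The alternatives were DESeq2 1.42.0 size factors within edgeR, total counts of the reads kept by the filter without TMM, a minimum count of 5, no filter, the DESeq2 Wald test, the replicate number as a block, all 7 libraries in the fit of agar against liquid, each UCC2003 library left out in turn, and for the library measures each variant counted once, only variants with at least 2 reads, and the 10 most abundant variants left out. Alternatives chosen after seeing the data were TMMwsp normalization, library sizes before the filter with and without TMM (the other fits took the sum of the reads kept, 62.4% of all in EC135), the inclusion of the other sequences, each variant with at least 10 reads counted once, and other minimum reads for shared variants. The labels name no sequencing batch, so none could be tested. An untransformed plasmid library was not analysed here, and EC135 served as the comparison. The annotation of *B. breve* was not used here, since the counts belong to plasmid sequences.

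Some choices in the tests of explanations were changed after values had been seen. The test of base composition after the ATG first used triplets that permute the bases of stop codons, and now uses the product of the base shares at each position. For unequal read numbers, a difference first counted as kept when both groups stayed on their sides of EC135, and now only when each library of a group is further from EC135 than the SD of that group, which moved G at position 8 from excluded to open.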

Results

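A plasmid library with a stretch of 9 randomized bases was sequenced after passage through 2 bacteria. The series concerns a cell-free procedure that copies the DNA methylation pattern of a host onto plasmid DNA before transformation, and the libraries show which sequences of the stretch were present in the transformed host. EC135 is an *Escherichia coli* strain engineered to lack DNA methyltransferases and was represented by 1 library from liquid culture. UCC2003 is a strain of *Bifidobacterium breve*, a Gram-positive gut commensal, and was represented by 3 libraries from liquid culture and 3 from agar plates. EC135 had no replicate, and strain, growth medium and antibiotic (ampicillin or tetracycline) changed together between EC135 and UCC2003.

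The EC135 library held 1181312 reads of 9-base variants. The 3 liquid UCC2003 libraries held 2169815, 2818456 and 2517576 reads, and the 3 agar libraries held 1983915, 2180272 and 3017768 reads. Of the 262144 possible sequences, 161073 (61.4%) were detected in EC135 with at least 1 read. The liquid libraries contained 27077, 47848 and 38376 variants, and the agar libraries contained 47083, 43577 and 36067. A detected variant had a median of 4 reads in EC135 and of 24 to 43 reads in the UCC2003 libraries, so a variant of average abundance was measured less precisely in EC135. The most abundant variant took 0.0584% of the reads in EC135 and between 0.278% and 0.853% in the UCC2003 libraries.

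To compare the diversity recovered from agar and from liquid, each library was thinned to the depth of EC135. At 1181312 reads, 33546 ± 9951 distinct variants (SD, n = 3) were expected in liquid and 37221 ± 7517 (SD, n = 3) on agar, against 161073 in EC135. The difference of 3675 variants between agar and liquid was smaller than the spread between replicates (exact two-sided permutation test, p = 0.6, adjusted p = 0.667). It changed sign to -1529 without the first liquid replicate, which had the fewest variants. The effective number of variants, the exponential of the Shannon entropy, was 15601 ± 4971 (SD, n = 3) in liquid, 19651 ± 4142 (SD, n = 3) on agar and 94708 in EC135, and agar and liquid did not differ beyond the replicate spread (exact permutation p = 0.5, adjusted p = 0.625).

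**Figure D1:**
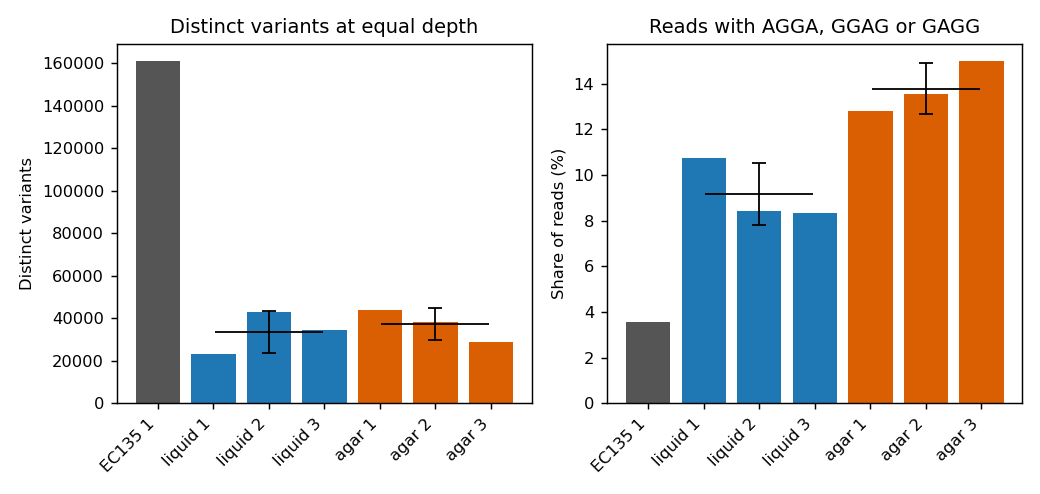
Left, the number of distinct variants expected at 1181312 reads in each of the 7 libraries; right, the share of reads (%) whose variant holds AGGA, GGAG or GAGG. Bars are single libraries, and the black lines with error bars give the mean and SD of the 3 UCC2003 libraries of a group. EC135 had 161073 variants and every UCC2003 library at most 43984, while the core share was 3.58% in EC135 and at least 8.33% in each UCC2003 library.

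Base composition was then compared. Weighted by reads, the GC content of the stretch was 40.1% in EC135 (95% Wilson interval 40.08% to 40.14%), 36.6% ± 0.879 (SD, n = 3) in liquid and 39.4% ± 0.398 (SD, n = 3) on agar. Every agar library lay above every liquid library, a difference of 2.87 percentage points with the smallest p that 3 libraries against 3 allow (exact two-sided permutation test, p = 0.1, adjusted p = 0.2 over 10 tests). The alternative that moved this most, counting each detected variant once, reduced the difference to 0.743 points (exact permutation p = 0.2).

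At single positions, numbered from the first listed base, EC135 was close to uniform along the stretch. Its share of T ranged from 37.1% to 40.6% over the 9 positions, G from 23.4% to 25.7%, A from 18.8% to 22.0% and C from 14.5% to 16.1%. The UCC2003 libraries departed from it in a position-dependent manner. All 6 UCC2003 libraries lay above EC135 at 13 of the 36 position-base pairs and below it at 18. The largest rise was that of A at position 9, from 18.8% of reads in EC135 (95% Wilson interval 18.69% to 18.83%) to 73.2% ± 0.927 (SD, n = 3) in liquid and 52.9% ± 0.245 (SD, n = 3) on agar. A at position 6 rose from 21.4% (21.38% to 21.53%) to 36.02% ± 2.30 in liquid and 29.8% ± 0.353 on agar (SD, n = 3 each). G at position 2 rose from 23.4% (23.30% to 23.45%) to 36.8% ± 3.62 and 33.6% ± 0.805 (SD, n = 3 each). The largest fall by log2 ratio was that of C at position 9, from 14.9% (14.87% to 15.00%) to 1.60% ± 0.0557 in liquid and 3.99% ± 0.0800 on agar (SD, n = 3 each). In percentage points, T at position 9 and T at position 6 fell further. T at position 6 went from 38.68% to a mean of 24.95% ± 3.78 (SD, n = 6). T at position 9 fell from 40.6% (40.55% to 40.72%) to 13.2% ± 0.834 and 18.6% ± 0.109 (SD, n = 3 each), and C at position 3 from 15.7% (15.66% to 15.79%) to 8.001% ± 1.25 and 9.09% ± 0.334 (SD, n = 3 each). The 6 rises and falls named by log2 ratio were larger than the SD among the UCC2003 libraries. The differences in base shares from EC135 were not tested.

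**Figure D2:**
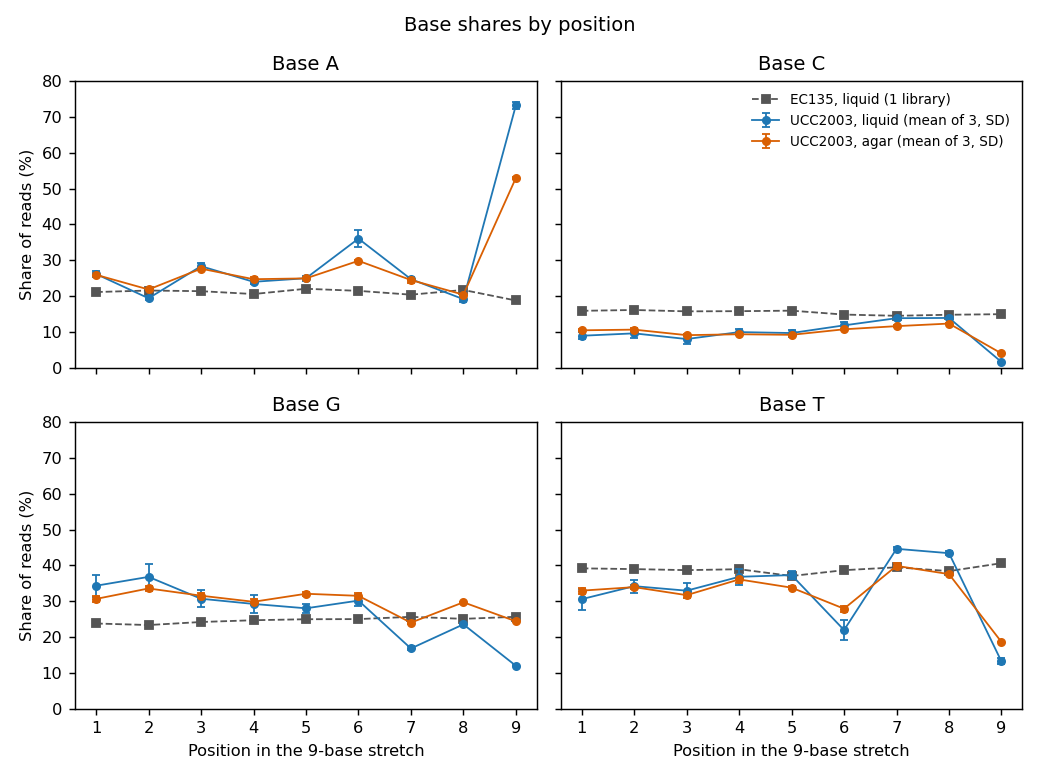
Share of reads (%) with each base at positions 1 to 9 of the stretch, one panel per base. Grey squares give the single EC135 library, and blue and orange circles the means of the 3 liquid and the 3 agar UCC2003 libraries with SD bars. A at position 9 reached 73.2% in liquid and 52.9% on agar, against 18.8% in EC135.

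Agar and liquid libraries did not overlap at 18 of the 36 position-base pairs, where chance gives 3.6 (10%). Each of these had an exact permutation p = 0.1 and an adjusted p = 0.2, so none passed the threshold, which the design could not reach. Agar minus liquid, the difference was -20.3 percentage points for A at position 9 and -6.18 points for A at position 6. Larger than the latter were those of G at position 9 (12.4 points) and G at position 7 (7.21 points), which were chosen after their values were seen. Without the first liquid replicate, 28 pairs did not overlap, where chance gives 7.2 (20%) for 2 libraries against 3. G at position 2 overlapped between agar and liquid (exact permutation p = 0.2, adjusted p = 0.313), as did C at position 3 (exact permutation p = 0.3, adjusted p = 0.415).

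The share of reads with a purine-rich core (AGGA, GGAG or GAGG) was 3.58% in EC135 (95% Wilson interval 3.55% to 3.61%), 9.17% ± 1.37 in liquid and 13.8% ± 1.11 on agar (SD, n = 3 each). All 3 agar libraries exceeded all 3 liquid libraries, by 4.61 percentage points on average (exact two-sided permutation test, p = 0.1, adjusted p = 0.2). The separate shares of AGGA, GGAG and GAGG were 1.57, 1.83 and 1.95 points higher on agar, again without overlap (exact permutation p = 0.1, adjusted p = 0.2 for each). The longer GGAGG was present in 1.01% ± 0.333 of reads in liquid and 1.27% ± 0.168 on agar, and AGGAG in 0.732% ± 0.253 and 0.956% ± 0.123 (SD, n = 3 each); these overlapped (exact permutation p = 0.3, adjusted p = 0.429 for each). In EC135, GGAGG had 0.315% of reads (0.3051% to 0.3253%) and AGGAG 0.211% (0.2025% to 0.2190%). The direction depended on the weighting: with each detected variant counted once, the difference of agar minus liquid was -0.391 points (exact permutation p = 0.4), while it was 4.41 points without the 10 most abundant variants of each library.

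Palindromic hexamers were examined because many restriction sites are palindromic and restriction is the barrier the procedure addresses. Over the 64 palindromes, the median log2 ratio of UCC2003 to EC135 was -0.35, with an SD of 0.14 among the 6 libraries. This lay at percentile 70.8 of 10000 random hexamer sets of the same GC content, whose medians centred on -0.44, so palindromes as a class were not lower than other hexamers in these libraries. A total of 44 palindromes had a lower share in UCC2003. CCGCGG showed the largest fall, with a log2 ratio of -4.20, from 0.0741% of EC135 reads (0.06932% to 0.07914%) to 0.00394% ± 0.00427 (SD, n = 6). GCCGGC had a log2 ratio of -3.65, from 0.0185% (0.01616% to 0.02107%) to 0.00138% ± 0.00118 (SD, n = 6), and GAATTC one of -3.46, from 0.117% (0.1107% to 0.123%) to 0.0105% ± 0.00727 (SD, n = 6). Each of these was below EC135 in 6 of 6 UCC2003 libraries. The pooled value of CCGCGG covers a gap between media, with -6.475 in liquid and -3.354 on agar. GCCGGC was at -4.07 and -3.326, and GAATTC at -4.012 and -3.066. The single variant CCGCGGTCT held 583 of the 875 EC135 reads with CCGCGG. Without the 10 most abundant variants of each library the ratio of CCGCGG was -2.60, behind GCCGGC (-3.63) and GAATTC (-3.44). When each variant with at least 10 reads counted once, GCCGGC reversed to a log2 ratio of 0.55. CCGCGG then moved to -0.48, whereas GAATTC was at -2.52. The cut at 10 reads kept 38567 of 161073 variants in EC135. It kept 16324 of 27077 in liquid replicate 1 and 33247 of 47083 in agar replicate 1. Under this cut a more abundant part of EC135 was compared, so the reversal may come from the cut. When each detected variant counted once, GAATTC moved most, to -1.55, while CCGCGG was at -2.70 and GCCGGC at -3.19. The highest ratios were those of TGATCA (2.07), TAATTA (1.68) and TCATGA (1.39), each above EC135 in 6 of 6 libraries. These also depended on the weighting, with 1.48, 0.37 and 1.47 when each variant with at least 10 reads counted once, 1.53, 1.36 and 1.42 without the 10 most abundant variants, and 0.85, 0.87 and 0.80 when each detected variant counted once. TGATCA was at 2.54 in liquid and 1.36 on agar. The mean shares of the 3 hexamers in UCC2003 were 0.375% ± 0.196, 0.721% ± 0.195 and 0.244% ± 0.0532 (SD, n = 6 each), against 0.0894% (0.08416% to 0.09495%), 0.225% (0.2166% to 0.2337%) and 0.0934% (0.08802% to 0.09904%) of reads in EC135.

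Single variants were compared between agar and liquid among 26180 that passed the filter. The edgeR quasi-likelihood test found 3 variants at an adjusted p below 0.05, 2 higher and 1 lower on agar, and 2540 at an unadjusted p below 0.05. The DESeq2 Wald test gave 1764. The edgeR count was 8, 10 and 13 without liquid replicate 1, 2 or 3 and 1 without agar replicate 3. The filter kept more variants in these fits than in the main fit. GTCTAGGTG was higher on agar (log2 fold change 7.43, SE 0.790, edgeR adjusted p = 0.00337), with 820 ± 201 CPM on agar and 4.67 ± 4.38 CPM in liquid (SD, n = 3 each). In EC135 it had 395 reads. Without agar replicate 3 its adjusted p was 0.093. GAATGGATG was also higher on agar (log2 fold change 1.995, SE 0.268, edgeR adjusted p = 0.0280), with 1257 ± 308 against 328 ± 27.8 CPM (SD, n = 3 each), and it lost significance with no filter (adjusted p = 0.0570), without agar replicate 1 (adjusted p = 0.086) or without agar replicate 3 (adjusted p = 0.315). GTAATGATA was lower on agar (log2 fold change -1.07, SE 0.116, edgeR adjusted p = 0.00337), with 3058 ± 799 against 6812 ± 1542 CPM (SD, n = 3 each). It did not pass the threshold with DESeq2 size factors within edgeR (adjusted p = 0.101) or in the DESeq2 Wald test (adjusted p = 0.757).

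For the comparisons with EC135, 77498 variants were tested. In liquid, 237 variants passed the adjusted threshold in the edgeR test, 16 higher and 221 lower than in EC135, with 15697 at an unadjusted p below 0.05. The count and its direction depended on the scaling. The filter kept 62.4% of the EC135 reads and at least 98.8% of the reads of each UCC2003 library, and TMM gave the EC135 library a factor of 0.528. The median log2 fold change of all tested variants was -1.18 with TMM and -2.20 with DESeq2 size factors. Without TMM it was -0.27 on the reads kept by the filter and 0 on all reads before the filter. TMM on library sizes before the filter gave -1.36. Without TMM there were 45 calls on the reads kept, 21 higher and 24 lower, and 62 on all reads, 45 higher and 17 lower. With DESeq2 size factors there were 1666, 11 higher and 1655 lower. The DESeq2 Wald test gave 8806. Single libraries also moved the count, to 136, 86 and 83 without liquid replicate 1, 2 or 3 and to 561, 654 and 748 without agar replicate 1, 2 or 3.

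The largest fitted rises in liquid, set against the median shift of -1.18, were those of GTGCACTTA (log2 fold change 3.49, SE 0.672, edgeR adjusted p = 0.000276), GTAATGATA (3.38, SE 0.112, adjusted p = 6.94e-197) and GGTTGATCA (3.33, SE 0.286, adjusted p = 1.93e-27). They had 717 ± 149, 6812 ± 1542 and 2412 ± 1507 CPM in liquid (SD, n = 3 each) against 24, 242 and 86 reads in EC135. GTGCACTTA lost significance without liquid replicate 3 (edgeR adjusted p = 0.102), and none of these rises passed the threshold in the DESeq2 Wald test, with adjusted p of 0.467, 0.475 and 0.492. The DESeq2 SE of GTAATGATA was 1.994, against 0.112 in edgeR. With infinite prior degrees of freedom, the edgeR SEs and p-values against EC135 do not measure how single variants varied between replicates. The largest falls were of variants with 0 reads in all 3 liquid libraries. CACTGAACT had 509 CPM in EC135 and was at least 1273-fold lower in liquid (edgeR adjusted p = 8.11e-37). TGTGCTTGT had 369 CPM and was at least 923-fold lower (adjusted p = 2.18e-22), and CCTGCGACG had 249 CPM and was at least 623-fold lower (adjusted p = 7.88e-13). TGTGCTTGT also had 0 reads in the 3 agar libraries, whereas CACTGAACT had 18, 10 and 1 reads and CCTGCGACG had 6, 18 and 0. Among the 523 variants with 65 or more reads in EC135, 14.0% ± 2.40 (SD, n = 3) had at least 10 reads in liquid. Few reads were thus usual for variants abundant in EC135. These falls do not by themselves show selection against the named variants.

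On agar, 178 variants passed the threshold against EC135, 15 higher and 163 lower, with 12086 at an unadjusted p below 0.05. The median log2 fold change was -0.51 with TMM and -0.93 with DESeq2 size factors. Without TMM it was 0.20 on the reads kept by the filter and 0.86 on all reads, and TMM on library sizes before the filter gave -0.56. Without TMM there were 46 calls on the reads kept, 24 higher and 22 lower, and 42 on all reads, 28 higher and 14 lower. DESeq2 size factors gave 751, 10 higher and 741 lower. The largest rises were AGGATCGGC (log2 fold change 2.35, SE 0.421, edgeR adjusted p = 3.84e-05), GTATGAAAT (2.15, SE 0.529, adjusted p = 0.0263) and GTAATGATA (2.07, SE 0.102, adjusted p = 2.53e-86). These had 1367 ± 498, 496 ± 67.3 and 3058 ± 799 CPM on agar (SD, n = 3 each) and 89, 37 and 242 reads in EC135. The edgeR SEs and p-values carry the same limit as in liquid, and the DESeq2 SE of GTAATGATA was 1.994. None of these rises passed the threshold in the DESeq2 Wald test, where each had an adjusted p of 1, although that test gave 1613 calls. GTATGAAAT was no longer past the threshold in 7 of 16 alternatives, among them without each of 5 single libraries, where its adjusted p lay between 0.0568 and 0.168. The largest falls had 0 reads in all 3 agar libraries. TATCTTCGT, with 668 reads in EC135, was at least 1354-fold lower (edgeR adjusted p = 5.80e-43). CCGCGGTCT, with 583 reads, was at least 1181-fold lower (adjusted p = 4.44e-35), and CCTAGGTAC, with 510 reads, was at least 1034-fold lower (adjusted p = 9.37e-29). In the liquid libraries these had 8, 0 and 0, then 13, 0 and 1, and 3, 0 and 2 reads. CGCAAATTG tied with CCTAGGTAC for the third of these falls. It also had 510 reads in EC135 and 0 in each agar library, with the same rounded log2 fold change of -14.6. Few reads were usual on agar too, where 20.7% ± 0.876 (SD, n = 3) of the 523 variants with 65 or more EC135 reads had at least 10.

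Both comparisons used the same EC135 library. They shared 10 variants called higher and 134 called lower, and 0 were called in opposite directions. The correlation of the log2 fold changes across variants was 0.720, against 0.697 in a single simulation of unchanged groups that shared the control. The simulation gave EC135 the common dispersion of the fit, which a lone library cannot estimate. How much of the correlation the shared library gives therefore stays open. With the common dispersion for every variant, simulated libraries gave 0 calls even with 200 variants changed 8-fold, so the shared calls have no such reference value.

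Ranked by mean CPM, the most abundant variants of EC135 were TTAACAGTT with 584 CPM (95% Wilson interval 542 to 629), TATCTTCGT with 565 (524 to 610) and CACTGAACT with 509 (470 to 551). In liquid UCC2003 these had 8.66 ± 9.53, 1.23 ± 2.13 and 0 CPM, and on agar 0.905 ± 0.530, 0 and 4.66 ± 4.37 CPM (SD, n = 3 each). The most abundant in liquid were GTAATGATA, GGTATATGG with 4411 ± 1961 CPM and AGGGTCCAT with 2682 ± 405 CPM (SD, n = 3 each). On agar they were ATAGGGACG with 3235 ± 421 CPM, GTAATGATA, and GGTATATGG with 2635 ± 116 CPM (SD, n = 3 each). ATAGGGACG had 659 ± 520 CPM in liquid (SD, n = 3) and 314 in EC135 (284 to 348).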

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

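Tests of explanations in this part were chosen after the result was seen, except that of the 8-base sequences against their 9-base parents. For unequal read numbers, the margin of 1 SD that separates a kept difference from an open one was also set after the values were seen. The permutation tests of base shares and the omission of the most abundant variants were planned. So were the fits of GTCTAGGTG, except those with TMMwsp, library sizes before the filter or sequences of other lengths included. The pairs and the variant themselves were singled out by their values.

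Agar and liquid UCC2003 libraries lay on opposite sides of EC135 for 3 position-base pairs. Each of the 3 differences between agar and liquid had an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. G at position 8 was at 29.7% ± 0.175 on agar and 23.6% ± 0.278 in liquid (SD, n = 3 each), around 25.1% in EC135, a difference of 6.16 points. T at position 8 was 37.6% ± 0.245 on agar and 43.4% ± 0.564 in liquid, around 38.4%, a difference of -5.84 points. A at position 2 was 21.8% ± 0.129 on agar and 19.4% ± 0.515 in liquid, around 21.5%, a difference of 2.45 points.

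Unequal read numbers among the variants present were weighed by counting each variant with at least 10 reads once. For G at position 8, agar then exceeded liquid by 4.80 points and EC135 by 4.31 points. Liquid minus EC135 was -0.496 points with an SD of 0.496 (n = 3), so the rise on agar does not rest on read numbers, while the fall in liquid is within its spread and stays open. For A at position 2 the difference was 0.354 points with both groups above EC135. For T at position 8 it was -2.99 points with both below. The opposite sides of these pairs thus depend on the weighting by reads or on the cut at 10 reads. That cut kept a smaller share of the variants of EC135 than of UCC2003. All 3 pairs were still on opposite sides when the 10 most abundant variants of each library were left out. An error of the single EC135 library stays open for each pair, since its replicate spread is not known. The gap between EC135 and the nearest agar library was 25.3 agar SDs for G at position 8, 1.53 for A at position 2 and 2.63 for T at position 8. The gap to the nearest liquid library was 4.55, 3.34 and 7.95 liquid SDs, and 1.26 points for G at position 8. The difference between media stays open as a biological explanation and was tested only by the permutation above.

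By its share of all reads, the variant GTCTAGGTG lay above EC135 (395 reads in EC135) in every agar library and below it in every liquid library, with a difference between media of 815 CPM. Its 3 agar libraries held 2068, 1669 and 1968 reads and its 3 liquid libraries 7, 27 and 3. For agar against liquid, all 17 alternatives gave a log2 fold change between 6.85 and 8.67, with edgeR or DESeq2 adjusted p from 8.15e-46 to 0.093. The position of agar relative to EC135 depended on the filter and the scaling of the EC135 library. With TMM the log2 fold change of agar against EC135 was -0.549 (SE 0.504, edgeR adjusted p = 0.933), with DESeq2 size factors -0.968, with TMMwsp 1.16 and without TMM 0.625 on the reads kept by the filter and 1.29 on all reads. The filter kept 62.4% of the EC135 reads, which separates the last 2 values. Agar was below EC135 in 13 of 17 fits and above it in 4. The opposite sides thus depend on the filter and the scaling, whereas liquid was below EC135 in each of these fits (log2 fold change -7.75, SE 0.525, with TMM). A property common to variants with AGG at position 5 would place them on opposite sides as a set. The set was above EC135 on both media, with a log2 ratio of 0.28 in liquid and 1.27 on agar, so this does not account for the fall in liquid. A biological explanation of the difference between media stays open.

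The 8-base sequences, which the comparisons left out, also ended in A more often in UCC2003 than in EC135. They took 1924 reads in EC135 and 2343 to 4040 reads in the UCC2003 libraries. A was their last base in 13.9% of EC135 reads (95% Wilson interval 12.4% to 15.5%) and in 60.2% on average over the 6 UCC2003 libraries, from 34.9% to 74.1%. The mean was 71.2% ± 2.76 in liquid and 49.1% ± 12.5 on agar (SD, n = 3 each, exact permutation p = 0.1). These sequences could be copies of 9-base variants that lost 1 base in PCR or sequencing. Across 1566 such sequences, which are not independent replicates, Spearman's rho between their reads and those of their 9-base parents was 0.158. Of the 116 with at least 50 reads, 98.3% had parents with more than 10 times their reads. The weak correlation leaves open whether they are such copies or plasmids with a shorter stretch.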

How the results depend on the processing

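TMMwsp normalization, library sizes before the filter, the inclusion of sequences of other lengths, each variant with at least 10 reads counted once and the other minimum reads for shared variants were chosen after seeing the data.

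For agar against liquid, the number of edgeR calls was 2 or 3 with DESeq2 size factors, reads kept by the filter without TMM, library sizes before the filter, a minimum count of 5, TMMwsp or all sequences included. It was 27 with no filter, 72 with all 7 libraries in the fit and 1764 in the DESeq2 Wald test, of which 2, 3 and 2 were among the 3 main calls. Leaving out single libraries gave 1 to 13 calls: 8, 10 and 13 without liquid replicate 1, 2 or 3, and 1 without agar replicate 3. The filter was also looser in these fits, with 33801 to 39128 variants tested against 26180. The counts thus reflect the filter as well as the library left out, and these were not separated. Of the 10 splits of the 6 libraries into groups of 3, only 1, the real one, gave as many as 3 edgeR calls, and the others gave 0. In the DESeq2 test 1 of the 10 splits, again the real one, reached 1764 calls, and the others gave 49 to 219. A share of 1 in 10 is the smallest this design can give, so chance cannot be excluded.

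Against EC135 the calls varied far more. In liquid (237 calls) there were 1666 with DESeq2 size factors, 45 on the reads kept without TMM, 72 with no filter, 8806 in the DESeq2 Wald test and 46 with TMMwsp (28 higher, 18 lower, median log2 fold change 0). Of these, 232, 40, 72, 215 and 34 were among the 237. With library sizes before the filter there were 62 calls without TMM (33 of the 237) and 338 with it (237 of the 237). Without single libraries the count ranged from 83 to 748 (136, 86 and 83 without liquid replicate 1, 2 or 3, and 561, 654 and 748 without agar replicate 1, 2 or 3). On agar (178 calls) there were 751 with DESeq2 size factors, 46 on the reads kept without TMM, 62 with no filter, 1613 in the DESeq2 Wald test and 42 with TMMwsp (27 higher, 15 lower, median log2 fold change 0.72), of which 173, 37, 61, 156 and 30 were among the 178. With library sizes before the filter there were 42 without TMM (29 of the 178) and 209 with it (176 of the 178). Without single libraries it ranged from 128 to 205. The median fold changes show that the scaling of the EC135 library moves the share of lower calls. The cause of the other changes was not tested.

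The replicate numbers do not pair the libraries. The correlations of deviations from the group means were -0.00926, 0.0233 and 0.00718 for same-numbered libraries. With the replicate number as a block there were 36 calls for agar against liquid, 92 for liquid and 84 for agar against EC135.

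The difference in distinct variants reversed to -1529 without liquid replicate 1 and otherwise lay between 294 and 8385 when 1 library was left out. GC percent was higher on agar under all 11 alternatives, by 0.743 to 3.37 points. The purine-rich core share reversed to -0.391 points with each detected variant counted once and was 0.520 points with each variant of at least 10 reads counted once. It was between 4.002 and 5.40 points under the other alternatives. Under the first of these weightings AGGA, GGAG, GAGG, GGAGG and AGGAG also reversed, to -0.396, -0.718, -0.143, -0.332 and -0.366 points, and under the second AGGA, GGAG, GGAGG and AGGAG did, to -0.317, -0.424, -0.283 and -0.434 points. The higher core share on agar was thus a matter of reads per variant more than of the variants present. Pairs of position and base without overlap numbered 18 to 28, with 28 without liquid replicate 1, where chance gives 7.2 for 2 libraries against 3 in place of 3.6. The median of the palindromes reversed to 0.23, at percentile 85.6, with each variant of at least 10 reads counted once, where GCCGGC reversed to 0.55. The cut at 10 reads kept a smaller share of the variants of EC135 than of UCC2003, so both reversals may come from the cut. Under the other alternatives the median was between -0.41 and -0.25.

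Among single variants, bases, hexamers, purine-rich motifs and shared shares, 391 other recomputed values were unchanged in direction and call, 19 kept their direction but lost significance, and 16 kept it but moved by more than the replicate spread. In EC135, detected variants had a median of 4 reads, so a variant with 0 reads elsewhere cannot be told from a rare one unless it was abundant in EC135.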

Other observations

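Tests in this part were chosen after the results were seen, except that of stop codons after ATG and that of AG before G at position 9. The test of base composition after the ATG was designed once the loss of stop codons was known, and it replaced an earlier one on permuted triplets that did not control for the base shares at each position. Each pattern was found and tested on the same libraries.

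The rise of A at position 9 does not rest on a few abundant variants. With each variant of at least 10 reads counted once, A at position 9 was present in 61.5% of variants on average over the 6 UCC2003 libraries, from 51.9% to 71.2%, against 17.8% in EC135. Which bases follow position 9 is not given in the sources used here.

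Among reads without A at position 9, the triplet ATG was raised at positions 3 and 6. At positions 1, 2, 4 and 5 its mean share was below EC135 on both media, and at position 7 its log2 ratio to EC135 was -0.05 in liquid and 0.13 on agar. At position 3 it took 2.04% of such reads in EC135 (95% Wilson interval 2.01% to 2.07%), 7.30% ± 1.39 in liquid and 6.04% ± 0.303 on agar (SD, n = 3 each). At position 6 it took 2.02% (1.99% to 2.05%), 15.0% ± 0.849 and 7.46% ± 0.361. At position 2 it fell from 2.01% to 0.300% ± 0.0952 and 1.14% ± 0.0735, and at position 5 from 2.20% to 0.712% ± 0.170 and 0.966% ± 0.0481 (SD, n = 3 each). A few abundant variants are argued against, as the smallest log2 ratio to EC135 at positions 3 and 6 was 1.34 with each variant of at least 10 reads counted once. Base shares at single positions are argued against as well, since the share of ATG exceeded the product of its base shares on the log2 scale by 1.00 ± 0.364 at position 3 and 0.87 ± 0.263 at position 6 (SD, n = 6 each). On agar alone the excess was 0.67 and 0.64.

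Positions 3, 6 and 9 lie in one reading frame, so the ATG may act as a start codon in the frame of a start that begins with A at position 9. This hypothesis predicts that ATG at positions 3 and 6 rises less where A at position 9 is present. The rise was lower there by 1.46 on the log2 scale (a mean change of -1.46), in 6 of 6 libraries at both positions. It also predicts that stop codons directly after an ATG at position 3 are lost. At positions 6 to 8, stop codons fell from 4.74% of such reads in EC135 (4.45% to 5.04%) to 1.02% ± 0.398 in liquid and 1.39% ± 0.354 on agar (SD, n = 3 each). Without the ATG they went from 5.51% (5.46% to 5.55%) to 3.90% ± 0.546 and 5.09% ± 0.311. The log2 change with the ATG minus that without it was -1.74 ± 0.613 (SD, n = 6), below 0 in 6 of 6 libraries, and -1.67 ± 0.494 with each variant of at least 10 reads counted once. Base composition after the ATG was weighed by setting the share of stop codons against the product of the base shares at positions 6 to 8, since T at position 6 also fell. After the ATG this log2 ratio was lower than in EC135 by a change of -2.06 ± 0.385 (SD, n = 6), in 6 of 6 libraries. Without the ATG it was higher, by 0.41 ± 0.166. The base shares at these positions therefore do not account for the loss of stop codons. These values are consistent with selection for translation of a gene downstream, which stays a hypothesis. The flanking bases, and a test in which the frame is changed, would be needed to decide it.

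The triplet AGG moved in opposite directions on the 2 media at the end of the stretch. At position 7 it was in 1.22% of EC135 reads (1.20% to 1.24%), 0.240% ± 0.0426 of reads in liquid and 3.18% ± 0.114 on agar (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.125 over 20 motif positions). At position 1 it was raised on both, to 6.10% ± 1.10 and 5.31% ± 0.525 from 1.16% (exact permutation p = 0.4, adjusted p = 0.421). With each variant of at least 10 reads counted once, the log2 ratio at position 7 was -0.97 in liquid and 1.43 on agar, which argues against a few abundant variants. The lower share of G at position 9 in liquid does not explain it alone, as AG preceded G at position 9 in 13.0% ± 0.574 of such reads on agar and 1.998% ± 0.349 in liquid (SD, n = 3 each), a log2 ratio of 2.71. An effect of the medium on which spacing of a purine-rich core is tolerated may underlie this, which was not tested.

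Several pyrimidine-rich 4-mers were nearly absent from UCC2003. The lowest mean log2 ratios of all 4-mers were those of CCCC (-5.56 ± 1.11), TCCC (-4.30 ± 1.02), TTCC (-4.21 ± 0.726) and CTCC (-4.20 ± 1.31; SD, n = 6 each). TTCC fell from 2.15% of EC135 reads (2.12% to 2.17%) to 0.128% ± 0.0571. Cleavage of double-stranded DNA would remove a site in both orientations, but the reverse complement GGAA rose, with a log2 ratio of 1.27 ± 0.162 (SD, n = 6). Over the 120 pairs of reverse complements, which are not independent replicates, the log2 ratios of both strands had a correlation of -0.424. Restriction is thus argued against as the only cause of the loss of TTCC. For GAATTC, the fall differed between its places in the stretch. The mean log2 ratio was -2.05 ± 1.22 at place 3 and -7.40 ± 0.822 at place 4 (SD, n = 6 each), a difference of 5.36 that went the same way in all libraries. Cleavage as the only cause would lower both alike. A part played by cleavage at GAATTC stays open, since it fell at each of its 4 places.

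Libraries of one group did not share all their abundant variants. Of variants with at least 10 reads, pairs of liquid libraries shared 74.3% of the smaller set (72.1% to 78.0%), pairs of agar libraries 55.4% (51.5% to 58.2%) and pairs of 1 liquid and 1 agar library 52.8% (45% to 58.0%). This was 5.23 to 6.27, 3.57 to 3.79 and 3.68 to 4.40 times the number expected if libraries had sampled variants independently at their EC135 abundance. With a minimum of 50 reads the shares were lower, at 60.9%, 44.7% and 41.6%. They were then 8.16 to 8.94, 4.97 to 5.41 and 5.22 to 5.59 times the number expected. With a minimum of 2 reads the shares were 74.25%, 57.5% and 55.1%. Too little depth is argued against as the reason for missing variants, as at least 10.4% of the variants with at least 50 reads in one library had 0 reads in another of its group (10.4% to 37.0% in liquid and 26.5% to 37.2% on agar). A limited number of transformed cells per library and selection of the same variants in each may both contribute, and the table holds no count of transformants to separate them.

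Presence in UCC2003 rose with EC135 abundance, but in no range of EC135 reads did more than 21.7% of variants, on average, have at least 10 reads. Among the 101071 possible variants with 0 reads in EC135, 5.90% ± 2.02 had at least 10 reads in liquid and 4.98% ± 1.08 on agar. Among those with 1 read in EC135, 9.96% ± 3.40 in liquid and 9.56% ± 2.03 on agar did. For 17 to 64 reads this was 13.7% ± 4.31 and 21.7% ± 2.90. Among the 523 with 65 or more reads, 14.0% ± 2.40 and 20.7% ± 0.876 did (SD, n = 3 each).

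Variants with 1 read in a UCC2003 library could be sequencing or PCR errors of abundant variants. Their most abundant neighbour at 1 substitution had a median of 106 to 242 reads, against 1 to 35 reads for sequences with 0 reads. The prediction tested was that it would exceed that of variants with at least 10 reads (134 to 311), and this held in 0 of 6 libraries. Errors cannot be told apart from rare variants here, because variants with at least 10 reads also had neighbours with more reads than sequences with 0 reads did.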
